A study of Mus musculus with 40 samples.

How the data were processed

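Gene expression was measured in the right kidney of male C57BL/6 mice after the left kidney had been removed (unilateral nephrectomy) or after a sham operation without kidney removal. Bulk RNA-seq covered 36 libraries of polyadenylated RNA, with 6 sham and 6 nephrectomy mice at each of 24, 48 and 72 h after surgery. Single-nucleus RNA-seq covered 4 other mice at 24 h, 2 per group. Per the labels, the bulk libraries were made with a stranded mRNA kit and the nuclei, sorted by a DNA stain, with a droplet kit that reads the 3' end of transcripts. The labels put the bulk libraries of 24 h in batch 1 and those of 48 h and 72 h in batch 2. They put the first nucleus sample of each group in batch 3 and the second in batch 4. Groups, time points, replicate numbers, batches and mouse numbers were taken from the labels, and all 40 samples were assigned.

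The deposited bulk table holds estimated counts per Ensembl gene that were not normalized, and the submitters' processing notes name FastQC 0.11.8, Salmon 1.5.0, R 4.10 and the build GRCm39 without their settings. Salmon shares reads between transcripts that fit equally well, so 34.1% of the values are not whole numbers, and counts of genes with near-identical copies are uncertain. The table holds 28467 genes. The deposited nucleus table holds estimated UMI counts, also not normalized, and the processing notes name alevin, Seurat and the build mm10 without versions or settings. Of its values above 0, 13.9% are not whole. It holds 16500 nuclei and 32285 genes. The lowest UMI total of a nucleus is 1755, so nuclei had been filtered by the authors before deposit; the filter and any removal of doublets are not given in the sources used here, and no doublet caller was run. Cell classes are those of the authors' deposited annotation, which gives them in 2 forms. The form with 33 classes has separate proximal tubule clusters named for nephrectomy. The form with 30 classes, used here, holds them with the clusters of the same segment (S1, S2 and S3, written PTS1, PTS2 and PTS3). The deposited table of bulk sample factors was not used.

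Estimated counts were rounded to whole numbers before testing, for the nuclei after summing. Bulk gene IDs were paired with symbols and gene types through the GENCODE M21 annotation, which named 28340 genes and left 127 without a symbol. That annotation belongs to GRCm38 (mm10), so coordinates are given only for genes named from the nuclei. In each bulk group, a chi-square check of replicate pairs gave at least 6.03 per gene over the 90 pairs, so no pair agreed within sampling noise and each library counts as 1 replicate.

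Genes were tested with edgeR 4.0.16 (quasi-likelihood test, filterByExpr, TMM factors, two-sided) in R 4.3.3, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Nephrectomy was compared with sham within the 12 libraries of each time point. Differences between the effects at 2 time points, and between shams of 48 h and 72 h, were tested in 1 fit over all 36 libraries. Standard errors of log2 fold changes are the fold change divided by the square root of the F statistic. For the nuclei, counts were summed per mouse, over all nuclei and over each class with at least 10 nuclei in every mouse, which left 23 classes. The mouse was the replicate. Shares of nuclei have exact Clopper-Pearson intervals at 95%, which cover counting error only. With 2 against 2 the smallest two-sided exact permutation p is 0.333, so shares were described and not tested.

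Preset gene sets, 19 in number, were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation between genes of 0.01. A set needed 3 tested members. Scores of the marker lists were compared between UNx and sham with an exact two-sided permutation test over 924 splits, adjusted over 42 tests. The camera p-values were adjusted over the sets of a time point. The groups, the tests of genes and gene sets, the gene sets, 14 lists of cell type markers, alternatives and the rule for naming genes were fixed before the data were examined. The comparison of marker scores between groups was not in that plan. For each bulk time point the rule names the 3 largest rises and falls among called genes with a mean log2 CPM of at least 3 and no overlap between the groups. It also names the gene with the lowest p in each direction of each difference between time points. For each called set it names the member with the lowest p at the time point where the set's p was lowest. For the nuclei it takes the class with most nuclei, PTS1, and, since no gene there was called in edgeR, the 2 genes with the lowest p in each direction. Predicted genes and clones without a name were passed over.

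The alternatives planned at that stage were the size factors of DESeq2 1.42.0 in edgeR, the DESeq2 Wald test, limma voom with sample quality weights, no filter on low counts and no mitochondrially encoded genes. Further planned ones were all 36 libraries in 1 fit, only the libraries compared, the replicate number as a block, a minimum size of 0.5 on the log2 scale, camera with an estimated correlation and each library left out in turn. For the nuclei, a minimum of 50 nuclei per class and of 500 UMIs per nucleus were also planned. After the libraries had been inspected, 5 alternatives were added: protein-coding genes only, for the calls and for the comparison with the nuclei; a library profile score as a covariate within a time point; the same in the fit of all 36 libraries; and the 48 h nephrectomy replicates 1 to 5 left out. The profile score places a library between the later shams (0) and the 24 h shams (1), from 148 to 154 pseudogenes whose level differed at least 1.5-fold between these shams. Each sham's score came from the other shams.

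The replicate numbers of the nucleus samples coincide with the labelled batches and so pair the samples. Deviations from the group means correlated across genes at 0.806 within a number over all nuclei and at 0.844 in PTS1. The bulk numbers share nothing in the labels and did not pair the libraries.

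The steps were tested on simulated counts with the means, library sizes and spread of the real libraries and 200 changed genes. For 24 h, 13995 genes were tested and 70.4% of 1.5-fold, 91.2% of 2-fold and 100% of 4-fold changes were recovered. For 48 h, over 14180 genes, the shares were 56.5%, 86.9% and 98.6%, and for 72 h, over 14450 genes, 65.6%, 88.6% and 100%. For the difference between 48 h and 72 h, over 14981 genes, they were 50.7%, 76.1% and 95.1%. A set of 20 genes raised 1.3-fold was called at each time point. Simulated genes were drawn independently of each other, so this does not test set calls where genes vary together. For all nuclei, over 19675 genes, no change of any size was recovered without the block, and with it 29.6%, 71.9% and 94.1% were. In that simulation 23.9% of the blocked calls were unchanged genes, against 8.85% in PTS1 over 14638 genes, so blocked calls in the nuclei hold more false calls than the nominal level. Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for tables and plots.

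With M for 1000000, depth was 14.9 to 24.1 M estimated counts per bulk library and 35.5 to 49.6 M UMIs per nucleus sample. The bulk values carry no molecular identifiers, so reads are not independent molecules, and the precision of bulk comparisons rests on the spread between mice.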

Results

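The kidney that remains after removal of the other one enlarges and takes over its work. The study followed the RNA of this remaining kidney during the first days after unilateral nephrectomy (UNx), with sham-operated mice as controls. Bulk RNA-seq covered 36 right kidneys of male C57BL/6 mice, 6 sham and 6 UNx at each of 24, 48 and 72 h. Single-nucleus RNA-seq, which reads RNA from isolated nuclei so that each nucleus can be given a cell type, covered 2 sham and 2 UNx kidneys at 24 h. Bulk values are estimated counts per gene and are given as counts per M (1000000) of library size scaled with TMM factors (CPM). Each time point had its own shams, so no comparison of time points shared control libraries. All 24 h bulk libraries carry the label of batch 1 and all 48 h and 72 h libraries that of batch 2. The time of 24 h and batch 1 therefore cannot be separated, whereas sham and UNx of each time point share a labelled batch.

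Mean depth, in M estimated counts per library, was 18.5 ± 2.26 (SD, n = 6) for sham and 20.8 ± 1.67 for UNx at 24 h. It was 19.5 ± 0.709 and 17.9 ± 1.94 at 48 h, and 20.2 ± 1.42 and 20.6 ± 0.877 at 72 h. Mitochondrially encoded genes took 25.3% ± 1.07 (SD, n = 6) of the counts in 24 h shams and 23.1% ± 1.15 in 24 h UNx libraries. They took 14.7% ± 0.580 in 48 h shams, 14.5% ± 0.638 in 72 h shams and 15.0% ± 0.655 in 72 h UNx libraries. In the 48 h UNx libraries the mean was 24.3% with an SD of 4.50, because replicates 1 to 5 lay between 25.8% and 26.4% and replicate 6 at 15.2%. A profile score was computed per library from pseudogenes, 0 standing for the later shams and 1 for the 24 h shams. It averaged 0.980 ± 0.0423 in 24 h shams and 0.720 ± 0.0802 in 24 h UNx libraries, 0.0198 ± 0.0440 in 48 h shams, 0.00235 ± 0.0421 in 72 h shams and 0.0533 ± 0.0509 in 72 h UNx libraries. The 48 h UNx replicates 1 to 5 scored 0.641 to 0.719 and replicate 6 scored 0.00715. Sham and UNx libraries of 1 labelled batch thus differed in profile at 24 h, by −0.260, and at 48 h, by 0.539, and little at 72 h, by 0.0510. The labels give no further batch, so a fit within a finer batch could not be made.

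**Figure D1:**
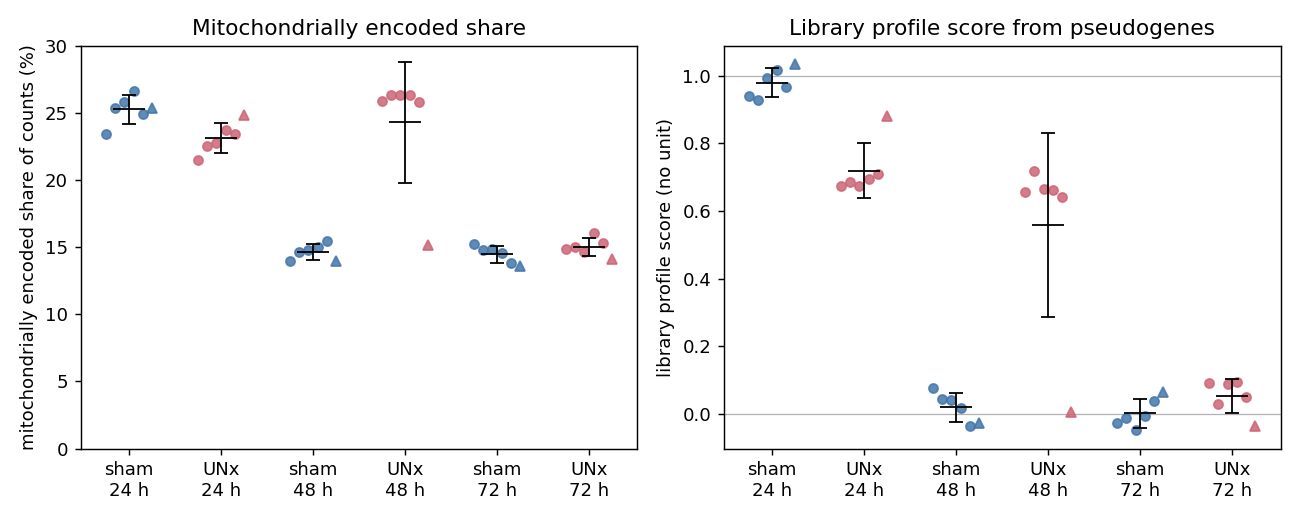
Share of counts from mitochondrially encoded genes in percent (left) and library profile score without unit (right) in the 6 bulk groups; circles are replicates 1 to 5, triangles replicate 6, and black bars the mean ± SD of 6 libraries. The 48 h UNx replicates 1 to 5 lie near the 24 h libraries on both measures, and replicate 6 lies near the shams of 48 h.

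At 24 h after surgery 3852 of 14104 tested genes (27.3%) were called in edgeR, 2001 higher and 1851 lower in UNx, and 5523 had an unadjusted p under 0.05. With a minimum size of 0.5 on the log2 scale 769 were called, and with a size of 1, 123. The alternative that moved the count most was the profile score as a covariate, which left 70 calls. The score differed between the groups, so this covariate also takes up part of any group difference. Within 24 h the score varied mostly through UNx replicate 6, at 0.881 against 0.673 to 0.708 in the others. The slope on it therefore rests largely on that library. Of the named genes, Aldh1a7 (ENSMUSG00000024747) rose from 7.59 ± 2.66 CPM in sham to 19.7 ± 4.64 in UNx (mean ± SD, n = 6 per group), a log2 fold change of 1.36 (SE 0.206, adjusted p 0.000415). Slc25a25 (ENSMUSG00000026819) rose from 53.3 ± 7.54 to 126 ± 41.6 CPM, a log2 fold change of 1.25 (SE 0.185, adjusted p 0.000369). Ndufb1-ps (ENSMUSG00000113902) rose from 11.6 ± 1.66 to 25.8 ± 5.60 CPM, a log2 fold change of 1.14 (SE 0.145, adjusted p 0.000140), which became −0.04 with the covariate. Mpc1-ps (ENSMUSG00000091498) went from 33.1 ± 8.49 to 6.67 ± 6.24 CPM, a log2 fold change of −2.30 (SE 0.480, adjusted p 0.00295). Pfdn5 (ENSMUSG00000001289) went from 220 ± 44.8 to 117 ± 11.8 CPM, a log2 fold change of −0.91 (SE 0.119, adjusted p 0.000180). Cndp1 (ENSMUSG00000056162) went from 88.7 ± 10.7 to 47.5 ± 3.48 CPM, a log2 fold change of −0.90 (SE 0.0786, adjusted p 1.1e-05). Each of these genes lay beyond the sham mean, in the direction of its change, in 6 of 6 UNx libraries. The naming rule ensures this, since it admits only genes without overlap between the groups. Mpc1-ps is annotated as a processed pseudogene and Ndufb1-ps carries a pseudogene name, so reads shared with their parent genes make both counts uncertain, and Aldh1a7 has the close paralog Aldh1a1. Of the 9 genes named at 24 h, set members included, Aldh1a7 alone stayed past the threshold with the covariate. With that covariate within the 24 h libraries the fold change of Pfdn5 became −0.23 (SE 0.243) and that of Mpc1-ps −0.42 (SE 0.897). Apart from these and Ndufb1-ps, the genes that lost the call did so with a wider spread, while their fold changes kept most of their size or grew. Cndp1 had −0.92 (SE 0.209), Slc25a25 1.11 (SE 0.436) and the set members Slc25a20 0.60, Hspa5 0.88 and Hsd17b7 0.68. With all 36 libraries and the covariate in 1 fit, 8 of the 9 stayed past the threshold, all but Mpc1-ps, and Pfdn5 had −0.77.

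At 48 h 4696 of 14280 genes (32.9%) were called in edgeR, 2412 higher and 2284 lower, and 6348 had an unadjusted p under 0.05. A minimum size of 0.5 left 1606 calls and a size of 1 left 244. With the profile score as a covariate 0 genes were called at 48 h in edgeR, with 2129 at an unadjusted p under 0.05. With UNx replicates 1 to 5 left out, 0 were called and 2232 had an unadjusted p under 0.05, but that fit has 1 UNx library and a lost call in it says little. Ahnak was at −0.86, Plau at −0.96 and mt-Co3 at 1.12 in it. The fold changes of the other named genes were smaller there than those given below: Reep6 0.56, mt-Nd1 0.35, mt-Atp6 0.84 and Ifi27 −0.47. None of the 7 genes named at 48 h stayed past the threshold in the fit with the covariate. Within the 48 h libraries the score varied mostly through UNx replicate 6, at 0.00715 against 0.641 to 0.719 in replicates 1 to 5. The fit with the covariate thus also rests largely on replicate 6 against the shams. It is no separate check, and a lost call in it says little as well. With the covariate Ahnak had −0.93 (SE 0.259), Plau −0.89 (SE 0.283) and mt-Co3 1.22 (SE 0.446), wider in spread and with most of the size given below. The fold changes of mt-Atp6, Reep6, mt-Nd1 and Ifi27 shrank to 0.86, 0.57, 0.43 and −0.51. The mitochondrially encoded mt-Atp6 (ENSMUSG00000064357) rose from 3097 ± 990 to 12947 ± 4630 CPM, a log2 fold change of 2.06 (SE 0.278, adjusted p 0.000370), and reached 5520 CPM in UNx replicate 6. Reep6 (ENSMUSG00000035504) rose from 27.9 ± 3.93 to 96.5 ± 34.4 CPM, a log2 fold change of 1.79 (SE 0.222, adjusted p 0.000346), with 41.1 CPM in replicate 6. The mitochondrially encoded mt-Co3 (ENSMUSG00000064358) rose to 7337 ± 2224 CPM, a log2 fold change of 1.57 (SE 0.264, adjusted p 0.000957). Ahnak (ENSMUSG00000069833) went from 101 ± 15.2 to 49.2 ± 9.40 CPM, a log2 fold change of −1.03 (SE 0.135, adjusted p 0.000346). Plau (ENSMUSG00000021822) went from 385 ± 96.4 to 189 ± 21.3 CPM, a log2 fold change of −1.02 (SE 0.140, adjusted p 0.000381), with 197 CPM in replicate 6. Ifi27 (ENSMUSG00000064215) went from 22.2 ± 5.00 to 11.5 ± 3.00 CPM, a log2 fold change of −0.95 (SE 0.171, adjusted p 0.00141). All of these genes lay beyond the sham mean in 6 of 6 UNx libraries, as the naming rule ensures. Nuclear copies of mitochondrial sequence can share reads with mitochondrially encoded genes, so counts of the latter are uncertain.

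At 72 h 249 of 14556 genes (1.71%) were called in edgeR, 176 higher and 73 lower, and 2515 had an unadjusted p under 0.05. A minimum size of 0.5 left 144 calls and a size of 1 left 84. This count depended on the libraries more than the others, with 102 calls without UNx replicate 5 and 677 without UNx replicate 6. Ccna2 (ENSMUSG00000027715) rose from 4.53 ± 1.22 to 11.8 ± 2.82 CPM, a log2 fold change of 1.39 (SE 0.191, adjusted p 0.00383). Mki67 (ENSMUSG00000031004) rose from 14.3 ± 2.67 to 34.9 ± 8.91 CPM, a log2 fold change of 1.29 (SE 0.165, adjusted p 0.00285). Top2a (ENSMUSG00000020914) rose from 8.53 ± 2.18 to 20.0 ± 4.55 CPM, a log2 fold change of 1.23 (SE 0.182, adjusted p 0.00541). Dbp (ENSMUSG00000059824) went from 50.7 ± 15.5 to 14.7 ± 9.32 CPM, a log2 fold change of −1.78 (SE 0.364, adjusted p 0.0270). Hao2 (ENSMUSG00000027870) went from 238 ± 65.4 to 131 ± 31.0 CPM, a log2 fold change of −0.86 (SE 0.187, adjusted p 0.0361). Nr1d2 (ENSMUSG00000021775) went from 114 ± 17.5 to 64.6 ± 15.3 CPM, a log2 fold change of −0.82 (SE 0.156, adjusted p 0.0189). All of these genes lay beyond the sham mean in 6 of 6 UNx libraries, as the naming rule ensures. The 3 that rose stayed past the threshold in 19 of 19 settings fixed in advance, whereas Dbp did so in 13, Hao2 in 11 and Nr1d2 in 17. With the replicate number as a block Hao2 had an adjusted p of 0.112. The 3 that rose were also called higher at 24 h, with log2 fold changes of 0.92 for Ccna2, 0.84 for Mki67 and 0.97 for Top2a. At 48 h Ccna2 was at 1.05 (adjusted p 0.0120) and Mki67 at 0.95 (adjusted p 0.0255), while Top2a at 0.33 (adjusted p 0.334) was not called. Of the 3 that fell, Hao2 and Nr1d2 were called lower at 24 h and at 48 h as well, and Dbp at 24 h only, with an adjusted p of 0.0724 at 48 h.

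**Figure D2:**
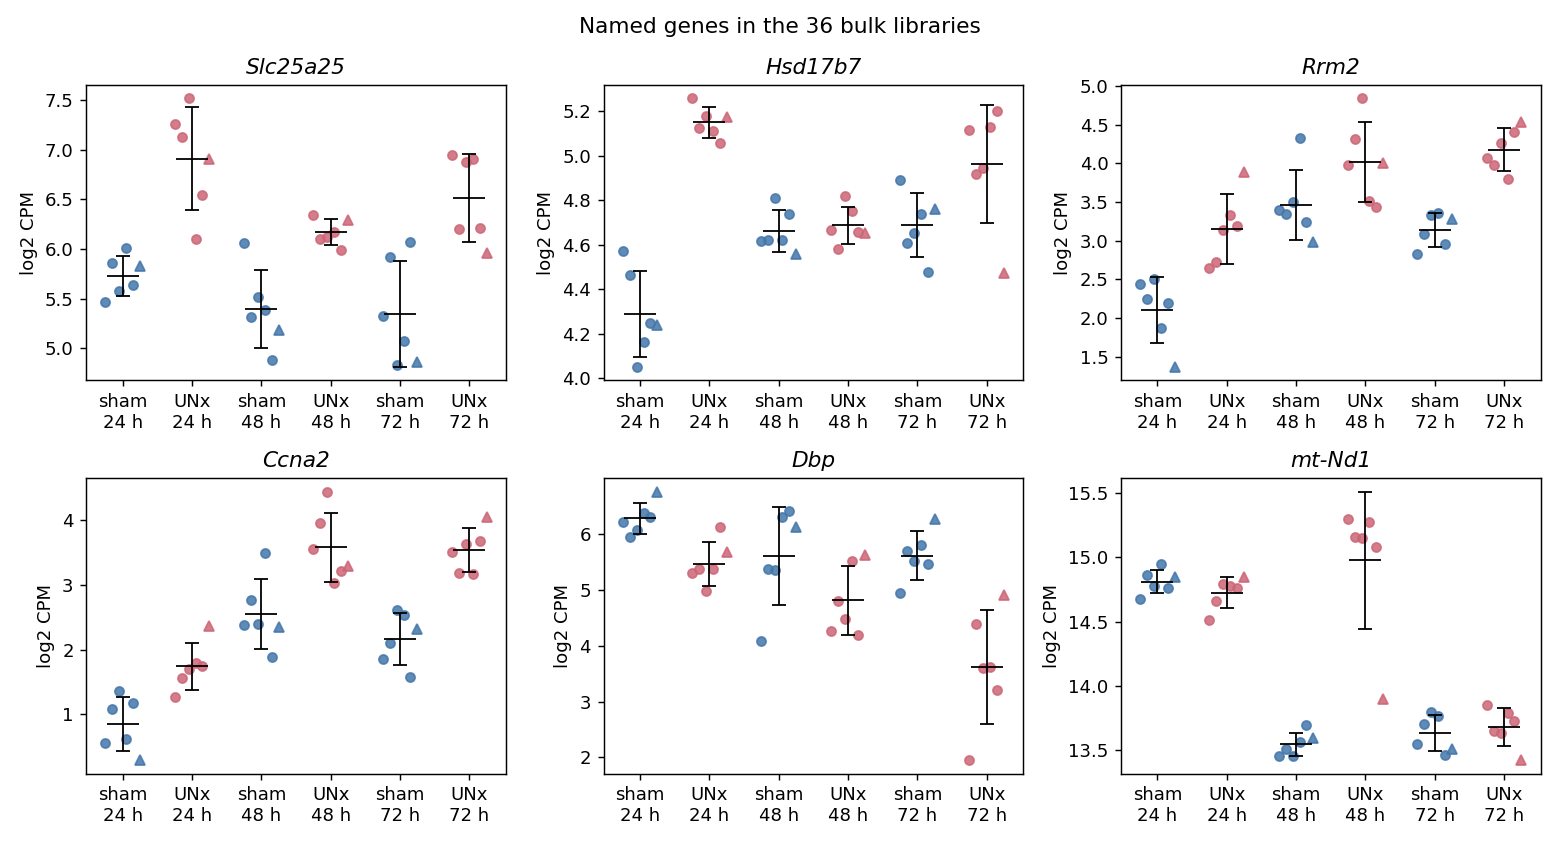
Expression of 6 named genes in log2 CPM in the 36 bulk libraries; circles are replicates 1 to 5, triangles replicate 6, black bars the mean ± SD of 6 libraries, and each panel has its own axis range. Slc25a25 lies higher in UNx at each time point, Hsd17b7 at 24 h by a log2 fold change of 0.85, and mt-Nd1 is high in the 48 h UNx libraries except replicate 6.

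Whether the UNx effect differed between time points was tested directly, as the change from sham at the later time minus that at the earlier time. Effects at 24 h and 48 h differed for 5587 of 15093 genes, 2914 more positive and 2673 more negative at 48 h. Effects at 48 h and 72 h differed for 2210 genes, 885 more positive and 1325 more negative at 72 h. Effects at 24 h and 72 h differed for 626, 413 more positive and 213 more negative at 72 h. With the profile covariate 1, 0 and 58 were called in edgeR in the same order, where the 0 had 1212 genes at an unadjusted p under 0.05. A size of at least 1 on the log2 scale left 728, 117 and 38 genes. Of the 6 genes named for these differences, Ndufs5 alone stayed past the threshold with the profile covariate. Between 24 h and 48 h, Ubxn1 (ENSMUSG00000071655) differed by 1.47 on the log2 scale (SE 0.132, adjusted p 6.7e-09) and Gna13 (ENSMUSG00000020611) by −0.72 (SE 0.0842, adjusted p 1.1e-07). For Ubxn1 the log2 fold change was −0.73 at 24 h and 0.72 at 48 h, and for Gna13 0.37 and −0.38. Between 48 h and 72 h, Bcl2l2 (ENSMUSG00000089682) differed by 0.44 (SE 0.0701, adjusted p 0.000205) and mt-Nd1 (ENSMUSG00000064341) by −1.46 (SE 0.186, adjusted p 2.9e-05). At 48 h alone mt-Nd1 had gone from 11944 ± 782 CPM in sham to 33814 ± 9355 in UNx, with 15221 CPM in replicate 6. Between 24 h and 72 h, Ndufs5 (ENSMUSG00000028648) differed by 0.82 (SE 0.119, adjusted p 0.000396) and Ormdl2 (ENSMUSG00000025353) by −0.60 (SE 0.103, adjusted p 0.00192).

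Genes called at 2 time points were set beside the number that independent lists of those sizes would share. Of 13903 genes tested at both 24 h and 48 h, 1476 were called at both. Of these, 355 were higher at both times (343.9 by chance) and 194 lower at both (292.9 by chance), while 391 were higher then lower and 536 lower then higher, together against 634.8 by chance. At 24 h and 72 h, 128 genes were called at both, of which 89 were higher (21.5 by chance), 37 lower (9.40 by chance) and 2 opposite in direction (29.9 by chance). At 48 h and 72 h, 122 were called at both, of which 86 were higher (29.0 by chance), 34 lower (11.6 by chance) and 2 opposite (39.8 by chance). Log2 fold changes correlated across genes at r = −0.126 (rho −0.144) between 24 h and 48 h, 0.312 (rho 0.301) between 24 h and 72 h, and 0.415 (rho 0.394) between 48 h and 72 h. Genes are not independent replicates, and jackknife standard errors over libraries were 0.119, 0.108 and 0.199, so the first correlation lay within about 1 SE of 0. It changed sign to 0.0930 with the profile covariate. The shams of 48 h and 72 h, which share a labelled batch, did not differ in any of 15093 genes in edgeR, with 708 at an unadjusted p under 0.05. DESeq2 called 5 genes between these shams and limma voom none.

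Of 19 preset gene sets, 18 could be tested at 24 h and 19 at the later times, and camera called 8, 2 and 9. No call held with an estimated correlation between genes in place of the preset one, for which the lowest adjusted p was 0.0629, shared by 2 sets at 72 h. With that correlation 1, 0 and 2 sets had an unadjusted p under 0.05. Counts of called members below include both directions. Cholesterol synthesis was higher at 24 h, with a mean log2 fold change of 0.53 over 25 genes (24 higher, camera adjusted p 1.5e-12). Of its genes 20 were called among all genes and 21 when adjusted over the list alone. Its lowest p belonged to Hsd17b7 (ENSMUSG00000026675), which rose from 19.6 ± 2.69 to 35.4 ± 1.71 CPM. DNA replication was higher at 24 h by a mean of 0.65 and at 72 h by 0.48, with all 22 genes higher at both times. Of these, 16 and 7 were called, and 19 and 15 when adjusted over the list alone. Its member Rrm2 (ENSMUSG00000020649) had a log2 fold change of 1.05 at 72 h (SE 0.132, adjusted p 0.00259). Mitosis was higher at each time, by 0.80 with 20 of 20 genes higher, 0.84 with 22 of 22, and 1.23 with 22 of 22 (camera adjusted p 2.0e-06, 2.3e-06 and 4.7e-34). Of its genes 12, 12 and 20 were called, and 15, 15 and 22 when adjusted over the list alone. Its member Kif20a (ENSMUSG00000003779) had a log2 fold change of 1.32 at 72 h (SE 0.146, adjusted p 0.00259).

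Further sets higher at 24 h were the unfolded protein response (mean 0.40, 14 of 15 genes, 8 called and 12 when adjusted over the list alone), fatty acid oxidation (0.33, 18 of 21 genes, 13 called and 15), nuclear-encoded respiratory chain (0.18, 31 of 39, 25 called and 27), cytosolic ribosomal proteins (0.14, 36 of 53, 26 called and 29) and red blood cells (0.36, 5 of 5, 2 called and 3). Their camera adjusted p ran from 2.0e-06 to 0.0450. Named members at 24 h were Hspa5 (ENSMUSG00000026864) of the unfolded protein response, at 0.64, and Slc25a20 (ENSMUSG00000032602) of fatty acid oxidation, also at 0.64. The other set called at 48 h was that of mitochondrially encoded genes, with a mean of 0.86 and 11 of 13 genes higher. Of its genes 9 were called higher and 2 lower, and 12 were called when adjusted over the list alone. At 72 h the respiratory chain (0.12, 39 of 39 genes higher), cholesterol synthesis (0.23, 24 of 25), ribosome assembly (0.08, 17 of 22) and mitochondrially encoded genes (0.16, 12 of 13) were higher. None of their genes was called in edgeR at 72 h, and adjusted over the list alone 0, 10, 1 and 0 were. Their members Ndufb8 (ENSMUSG00000025204) and Nhp2 (ENSMUSG00000001056) missed the threshold there, with adjusted p of 0.0635 and 0.0561. Lower at 72 h were ribosomal proteins (−0.06, 5 of 53 higher, 1 called and 1 when adjusted over the list alone), red blood cells (−0.67, 0 of 5 higher, 0 called and 5) and circadian clock genes (−0.25, 4 of 15 higher, 6 called and 11). Rpl5 (ENSMUSG00000058558) fell by 0.26 and was called, Hbb-bs (ENSMUSG00000052305) fell by 0.71 with an adjusted p of 0.130, and Clock (ENSMUSG00000029238) rose by 0.36 against the direction of its set. Ribosomal protein genes have many pseudogene copies and Hbb-bs has a near-identical neighbour, Hbb-bt, so their counts are uncertain. Rpl5 stayed past the threshold in 11 of 19 settings fixed in advance.

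Sets not called at any time point were fatty acid synthesis, tubular injury, interferon response, glucocorticoid response, proximal tubule transport, immediate early genes, androgen-responsive kidney genes, and adipose and adrenal tissue. Their lowest camera adjusted p was 0.190. Of fatty acid synthesis genes 5, 2 and 0 were called when adjusted over the list alone at 24, 48 and 72 h, of tubular injury genes 2, 0 and 1, of proximal tubule transport genes 5, 10 and 1, and of glucocorticoid response genes 2, 3 and 3. In the other 4 sets it was at most 2 genes at a time.

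**Figure D3:**
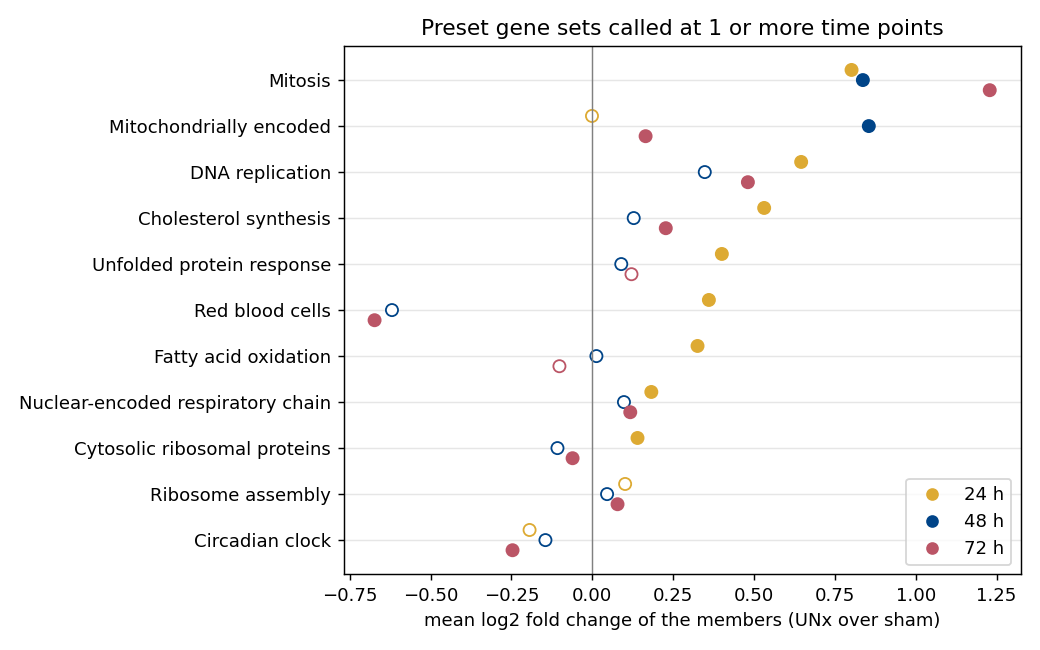
Mean log2 fold change of the members of each preset gene set, UNx over sham, at 24, 48 and 72 h; filled points were called by camera with the preset correlation and open points were not. Mitosis was called at each time point, and the red blood cell set was called higher at 24 h and lower at 72 h.

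Nucleus samples held 5342 and 2641 nuclei in sham and 5151 and 3366 in UNx, with 44.6, 35.5, 49.6 and 37.8 M UMIs. The first sample of each group was made in batch 3 and the second in batch 4. Median UMIs per nucleus were 7581, 9909, 8370 and 8063, and mitochondrially encoded genes took 0.603%, 5.05%, 0.924% and 7.36% of UMIs, so batches differed more than groups. Proximal tubule nuclei, which belong to the first segment of the tubule, made up 39.7% (exact 95% interval 38.4 to 41.0) and 40.6% (38.7 to 42.5) of nuclei in sham. In UNx they made up 38.3% (36.9 to 39.6) and 38.4% (36.7 to 40.1). The mean difference was −1.83 percentage points, within the counting intervals of the samples. The S1 class, PTS1, was 18.0% and 20.4% in sham and 14.9% and 12.8% in UNx, a mean difference of −5.30 points, and PTS3 differed by 2.95 points. Distal convoluted tubule nuclei differed by −1.96 points and medullary thick ascending limb nuclei by 1.90. Each of these 5 differences had the same sign in both batches and was larger in size in batch 4 than in batch 3. PTS3 differed by 0.348 points in batch 3 and by 5.56 in batch 4. Medullary thick ascending limb nuclei differed by 0.584 and 3.21 points, so the means of these classes rest mostly on batch 4. Of 30 classes, 10 were higher and 7 lower in both batches, and with 2 mice per group no exact permutation test can go below p = 0.333. The authors' annotation had separate proximal clusters named for UNx, which held 0.943% and 2.24% of proximal nuclei in sham and 99.3% and 94.8% in UNx. Values within PTS1, PTS2 and PTS3 therefore compare different clusters of the annotation.

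Summed over all nuclei, no gene of 19975 was called in edgeR without the batch, with 360 at an unadjusted p under 0.05, and DESeq2 called 23. With the replicate number, which is the batch, as a block, 207 genes were called, 100 higher and 107 lower in UNx. Over 23 cell classes no gene was called without the block, with 1530 at an unadjusted p under 0.05, and DESeq2 called 58. With the block 1589 calls were made, 702 higher and 887 lower, of which 250 were in PTS1, 429 in PTS2 and 366 in PTS3. In simulated counts the fit without the block recovered no changed gene, so its count of 0 says little. In the same simulation 23.9% of blocked calls over all nuclei and 8.85% of those in PTS1 were unchanged genes. Of the blocked calls PTS1 shared 156 with PTS2 and 107 with PTS3, and PTS2 shared 204 with PTS3, all with the same direction.

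In PTS1 the genes named are those with the lowest p, and their unblocked adjusted p in edgeR were all 1.00. DESeq2 called 5 genes in PTS1, Keg1 among them (adjusted p 1.9e-06). Coordinates are those of mm10. Slc25a25 (chromosome 2, 32414487 to 32451445, minus strand) rose from 26.8 ± 0.341 CPM in sham to 56.6 ± 5.76 in UNx (mean ± SD, n = 2 per group), with a blocked log2 fold change of 1.08 (SE 0.146, edgeR adjusted p 0.0104). Tyw3 (chromosome 3, 154576431 to 154597104, minus strand) rose from 24.8 ± 6.37 to 71.8 ± 18.6 CPM, with a blocked log2 fold change of 1.54 (SE 0.140, edgeR adjusted p 0.00152). Keg1 (chromosome 19, 12695786 to 12719902, plus strand) went from 5431 ± 1656 to 933 ± 55.7 CPM, with a blocked log2 fold change of −2.51 (SE 0.206, edgeR adjusted p 0.00123). Gpt2 (chromosome 8, 85492576 to 85527560, plus strand) went from 58.3 ± 4.38 to 21.6 ± 1.73 CPM, with a blocked log2 fold change of −1.43 (SE 0.148, edgeR adjusted p 0.00300). All 4 are protein-coding, and each value is the sum over the whole gene.

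**Figure D4:**
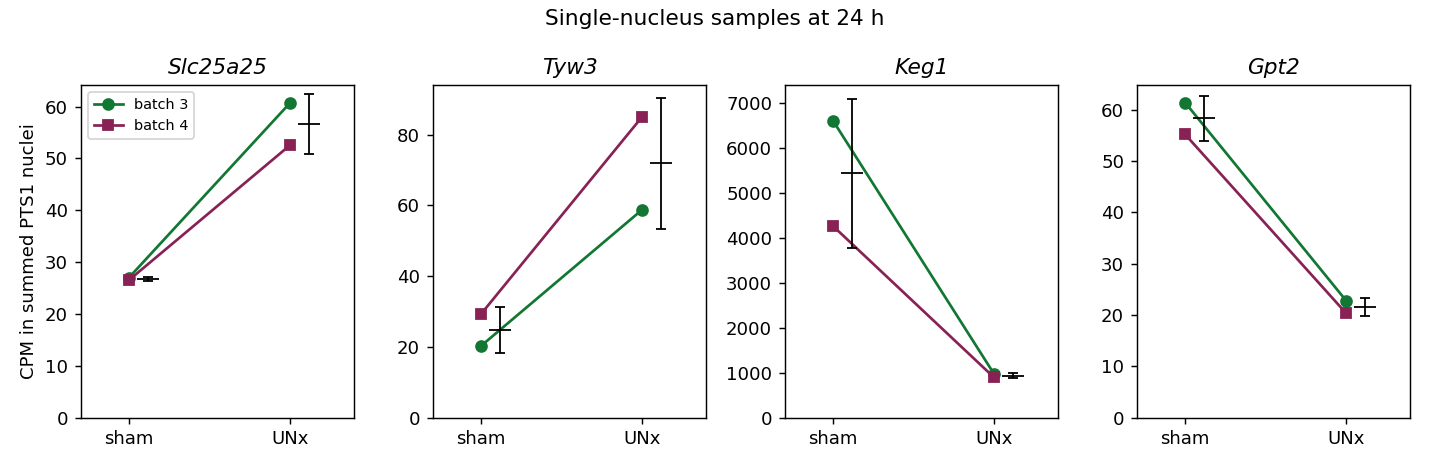
CPM of the 4 named genes in summed PTS1 nuclei of sham and UNx at 24 h; green circles are batch 3, purple squares batch 4, lines join the samples of 1 batch, and black bars show mean ± SD of 2 samples. Slc25a25 and Tyw3 rise and Keg1 and Gpt2 fall in both batches.

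Genes called in bulk at 24 h were then looked up in the nuclei of the same time point, which came from other mice. Of 3715 bulk calls tested in all nuclei, 2149 (57.8%) had the same direction there, against 50.8% of 9770 genes not called. The share was 64.7% among genes higher in bulk, 50.3% among genes lower in bulk, and 66.2% among calls of at least 0.5 in size. Of genes not called, 54.6% were higher in the UNx nuclei, and a shift of that kind raises the first of these shares and lowers the second. Within batch 3 the share was 58.3%, within batch 4 56.0%, and with the sums of PTS1 54.2%. Bulk calls of 48 h matched the 24 h nuclei in 57.5% of cases, a larger share than among genes not called at 48 h. Those of 72 h matched in 57.9%, against 57.7% of genes not called at 72 h, and in 43.4% of 136 calls of at least 0.5 in size. Across the calls, fold changes in bulk and nuclei correlated at r = 0.202 at 24 h and −0.120 at 72 h, over genes, which are not independent replicates. Of the genes named in bulk, Aldh1a7, Slc25a25 and Hao2 were called with the same direction in all nuclei under the block, with log2 fold changes of 1.44 and 1.02 for the first pair. Also called higher there was mt-Nd1 (0.82, edgeR adjusted p 0.0411), which was not called in bulk at 24 h (−0.09, adjusted p 0.407). The mitochondrially encoded set, not called in bulk at 24 h (mean −0.0009), had a blocked mean of 0.67 over all nuclei, with 13 of 13 genes higher. The share of UMIs from these genes, in sham and UNx, was 0.603% and 0.924% in batch 3 and 5.05% and 7.36% in batch 4. It thus differed more between batches than between groups. The source of this RNA in the nucleus samples was not tested, so these values are not read as a change of expression. Of the 8 sets called higher in bulk at 24 h, 5 had a positive blocked mean over all nuclei: cholesterol synthesis (0.26, 23 of 25 genes higher), DNA replication (0.16, 17 of 21), the unfolded protein response (0.13, 10 of 15), ribosomal proteins (0.10, 42 of 53) and the respiratory chain (0.03, 26 of 39). The mean of fatty acid oxidation was −0.06 (14 of 21 higher), that of red blood cells −0.19 (0 of 5) and that of mitosis −0.39 (5 of 21). Mki67 was at −0.74, Top2a at −0.56, Kif20a at −0.94 and Ccna2 at 0.25 there, none called (edgeR adjusted p 0.365, 0.341, 0.281 and 0.802). These means were not tested. Keg1 went the other way in bulk, at 0.36 (SE 0.108, adjusted p 0.0231), and Gpt2 at −0.05 (SE 0.129, adjusted p 0.810) was not called there, while Tyw3 rose by 0.56 (SE 0.111, adjusted p 0.00222).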

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

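The tests of other splits of the samples, of a mislabelled library by the 72 h change and of the profile as the whole cause at 24 h by the nuclei, over all called genes, were set down before their results were seen. The tests of the directions that the profile predicts had bounds set in advance, but their form with the shams divided was chosen after a first form, with undivided shams, had been seen. The tests of the profile at 24 h by the fit of all 36 libraries and in the genes that lost their call there, of a mislabelled library by the genes of both other time points, of replicate 6 at 24 h and of tissue in replicate 6 at 72 h were chosen after the results had been seen.

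Among 42 groups of library measures 7 had a library far from the other 5 by Dixon's test, and among 80 groups of named genes 8 had one. Chance gives about 1 in 20, which is 2.1 and 4. The 48 h UNx replicate 6 stood apart on the share of mitochondrially encoded genes (15.2%, others 25.8% to 26.4%), on the share of the 20 most counted genes (27.0%, others 37.2% to 38.6%) and on the profile score (0.00715, others 0.641 to 0.719). It also stood apart at 6.00 log2 CPM for Gna13 and 13.89 for mt-Nd1. The lowest 48 h UNx library for Ahnak was replicate 1, at 5.00 log2 CPM. The 24 h UNx replicate 6 had a profile score of 0.881 (others 0.673 to 0.708), with 3.90 log2 CPM for Ndufb1-ps and 3.88 for Ormdl2. The 72 h UNx replicate 6 had 15020 genes with at least 10 counts (others 14384 to 14584) and 7.77 log2 CPM for Ndufb8, and replicate 1 of that group had 5.21 for Nr1d2. Depth stood apart in the 48 h sham replicate 1 (20.9 M) and the 24 h UNx replicate 3 (24.1 M), and Ifi27 in the 48 h sham replicate 3 (5.02 log2 CPM). No cause was tested for the depths, for Ahnak, for Ifi27 or for Nr1d2 in these single libraries, and no biological explanation was tested for any of them.

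At 48 h the pattern is that 5 UNx libraries share a profile near that of the 24 h libraries, while replicate 6 has that of the 48 h shams. A candidate explanation is a library batch shared by replicates 1 to 5 that the labels do not name. It predicts only the profile that prompted it, so no value here separates it from a response of these 5 mice, and it stays open. The mouse numbers of replicates 1 to 5 run from 5 to 11 and that of replicate 6 is 15, while the shams are 12, 13, 14, 16, 63 and 64, and the last pair share the sham profile. Replicate 6 may also be a mislabelled sham: over 249 genes called at 72 h its slope on the 72 h change was 0.542, where the 48 h shams lay between −0.461 and 0.523 and the 48 h UNx libraries between 0.383 and 1.07. Over the 126 genes called in the same direction at 24 h and 72 h, 93.1% deviated in that direction in replicate 6, against 7.94% to 77.8% in single 48 h shams (SD 30.5) and 73.0% to 90.9% in UNx replicates 1 to 5. A sham and a UNx library cannot be told apart by these values, because both lie above the highest sham by less than the spread of the shams. Much of the spread of the percentages comes from shams 5 and 6 (mice 63 and 64), at 7.94% and 12.7%. Shams 1 to 4 lay at 58.7% to 77.8%, so the 48 h shams were themselves uneven and the bound is wide. Other values speak against a sham, but they were picked after they were seen. Pseudogenes took 6.20% of counts in replicate 6 and 4.85% to 5.62% in the 48 h shams, the 20 most counted genes 27.0% and 24.7% to 25.8%, Slc25a25 reached 78.1 CPM against at most 66.6, and Plau 197 CPM against at least 292.5. A response in which 5 of 6 mice differ from the sixth stays open as an untested biological explanation. Chance is excluded for the 48 h count, since 1 of 100 splits of the 12 libraries, the real one, gave as many as 4696 genes and the highest other gave 75. Splits that kept replicates 1 to 5 together with a sham as the sixth, run apart from those 100, gave 2853 to 3742 genes, which a response in replicates 1 to 5 would give as well.

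At 24 h the profile score differed by −0.260 between UNx and sham, UNx being lower, within a labelled batch. As the whole cause of the 24 h calls, the profile was tested in the nuclei, which other libraries measured. Called protein-coding genes had the same direction there more often than not called ones, by 6.60 percentage points, a gap between the bounds of 5 and 10 points set in advance, which alone decides nothing. The gap was wider among calls of at least 0.5 in size, of which 66.2% matched against 50.8% of genes not called, but these are the largest changes and do not speak for the rest. Among preset sets the profile is argued against for cholesterol synthesis, at −3.97% of the change, and for the unfolded protein response, at −28.9%. In the fit of all 36 libraries with the profile score, 1504 of the 3852 genes (39.0%) stayed called in the same direction, against 3296 without the score. This argues against the profile as the whole cause of the 24 h calls, with bounds of 5% and 25% that were set when the share was known. It rests on the slope that this fit gives the score, and 83.6% of the variation of the score within groups lies in the 48 h UNx libraries. Protein-coding genes that lost the call there matched the nuclei more often than not called ones by 2.37 points, and those that kept it by 13.2. For the genes that lost the call the profile may therefore be the whole cause, while a response with changes too small to show in the nuclei stays open. As part of the cause it was tested with genes called against 3 shams and the profile taken from the other 3. Of the called genes 84.99% and, with the shams exchanged, 86.7% moved as the profile predicts, against 63.4% and 67.1% of genes not called. The profile may therefore set many of the 24 h directions. Of 100 splits, 1 gave as many as the 3852 genes of the real split, and the highest other gave 1, so chance is excluded for this count, while the profile stays open as part of the cause. The 24 h UNx replicate 6, whose profile score lies nearer to that of the shams, was compared with the other 5 over 714 protein-coding genes. Its slope on the profile was 0.111, inside the −0.630 to 0.186 of the other 5, so a nearer profile cannot be told apart from the spread of single libraries.

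Effects of UNx differed between time points for 5587 genes between 24 h and 48 h, for 2210 between 48 h and 72 h, and for 626 between 24 h and 72 h, each tested as an interaction. Chance is excluded for the 3 counts, since 1 of 60 regroupings, the real one, gave as many in each case, with highest other counts of 19, 1067 and 11. A regrouping that calls 1067 genes points to a structure of the libraries beyond the labels, which the profile of the 48 h UNx libraries is a candidate for. Of 1476 genes called at both 24 h and 48 h, 391 were higher then lower and 536 lower then higher. The profile score differed with opposite sign at these times, −0.260 and 0.539. With the profile covariate the correlation of the fold changes went from −0.126 to 0.0930, but the covariate takes up group differences, so the profile as the cause of these opposite directions stays open. Of genes whose effects differed between 24 h and 72 h, 97.2% moved as the profile difference at 24 h predicts, over the 437 genes called in 1 division of the shams, and 97.6% over the 83 called in the other, against 70.6% and 68.8% of other genes. A change of the response with time stays open for each of these differences as the biological explanation, untested, because the time of 24 h is also a labelled batch and the 48 h groups differ in profile.

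Of 34 named bulk genes, 22 had effects that differed between time points, 22 between 24 h and 48 h, 10 between 48 h and 72 h and 11 between 24 h and 72 h. Printed here for each gene is 1 difference on the log2 scale, later minus earlier. More positive at 48 h than at 24 h were mt-Atp6 (2.21), Reep6 (1.93), mt-Nd1 (1.62), Ubxn1 (1.47), Pfdn5 (1.32), mt-Co3 (1.23), Ndufs5 (0.96), Nhp2 (0.94) and Cndp1 (0.88). More negative at 48 h were Ndufb1-ps (−2.08), Ifi27 (−1.40), Ahnak (−1.16), Hsd17b7 (−0.80), Gna13 (−0.72), Hspa5 (−0.63), Plau (−0.51) and Ndufb8 (−0.42). More negative at 72 h than at 24 h were Hbb-bs (−1.33), Aldh1a7 (−1.05), Slc25a20 (−0.61) and Ormdl2 (−0.60), and Bcl2l2 was more positive at 72 h than at 48 h (0.44). For Ubxn1 the difference between 24 h and 48 h became 0.60 with the profile covariate, so the profile may account for more of it than it leaves. For Ndufs5 the difference between 24 h and 72 h stayed past the threshold with the covariate, at 0.77. Reads shared with nuclear copies may add to the differences of mt-Atp6, mt-Co3 and mt-Nd1, which was not tested.

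The 72 h UNx replicate 6 held more detected genes than the other 5. A candidate source is a larger part of inner medulla or pelvis in the sample, tested with 14 preset markers of thin limb, principal cells and urothelium. Of these, 10 were higher than in each of the other 5 libraries, where 2.33 would be by chance, and 7 of 9 proximal tubule markers were lower. The values this explanation needs are there. Leaving this library out raised the 72 h count from 249 to 677 genes, which include the 249. Chance is excluded for the 249, since the highest of 99 other splits gave 20.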

How the results depend on the processing

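Alternatives that use the profile score, protein-coding genes only, or the 48 h UNx libraries without replicates 1 to 5 were chosen after seeing the data, and the rest were planned. Causes were not tested except where one is named.

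Most single results held. Of the comparisons of named bulk genes with alternatives planned at the start, single libraries left out aside, 234 kept direction and side of the threshold, 5 passed the threshold only in the alternative and 2 lost it. With 1 library left out, 324 of 348 kept both, 22 lost the call and 2 gained it. All of these are 72 h calls. Dbp lost it without sham replicates 2, 4 or 6 or UNx replicates 3, 4 or 5 (adjusted p 0.0502 to 0.0715). Hao2 lost it without sham replicates 3, 4 or 6 or UNx replicates 1, 2, 3 or 5 (0.0508 to 0.0897). Rpl5 lost it without sham replicates 2, 3, 4 or 6 or UNx replicates 1, 2 or 5 (0.0538 to 0.0816), and with all 36 libraries in 1 fit (0.150). Nr1d2 lost it in 2 cases (0.0512 without sham replicate 4, 0.0520 without UNx replicate 5). Without UNx replicate 6 Ndufb8 (0.0174) and Nhp2 (0.0108) gained it, as they did in DESeq2 and limma voom. Among gene sets with 1 library left out, the red blood cell set at 24 h lost its call without sham replicates 1, 4, 5 or 6 or UNx replicates 1, 2, 3, 4 or 6 (camera adjusted p 0.0539 to 0.125). Circadian clock at 72 h lost it without sham replicates 2, 4, 5 or 6 or UNx replicate 2 (0.0610 to 0.0961). Mitochondrially encoded genes at 72 h lost it without sham replicates 5 or 6 or UNx replicates 2, 4 or 5 (0.0508 to 0.160). With all 36 libraries in 1 fit the red blood cell set at 24 h and mitochondrially encoded genes at 72 h lost their calls too, the former with 0.266.

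At 72 h DESeq2 called 647, of which 384 (59.4%) were higher, and limma voom 809, of which 451 (55.8%) were higher, against 70.7% of 249. They shared 248 and 247 genes with the 249. Leaving out 1 library gave 102 to 677: sham replicates 3, 4 and 6 gave 148, 109 and 118, and UNx replicates 1, 3, 4, 5 and 6 gave 125, 141, 165, 102 and 677. At 24 h the range was 3102 to 4137 and at 48 h 3727 to 6004. A minimum size of 0.5 left 769, 1606 and 144 genes at 24, 48 and 72 h, by its construction. For the difference between 24 h and 72 h, DESeq2 called 974, voom 1849, no filter on low counts 364, and the 24 libraries compared alone 1019. For that between 48 h and 72 h voom called 4031, 2015 more positive and 2016 more negative, against 885 and 1325. DESeq2 called 5 genes between the later shams, where edgeR called 0 with 708 at an unadjusted p under 0.05 and voom 0 with 1141.

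Gene sets called at 48 h numbered 5 without a filter on low counts, 1 without mitochondrially encoded genes, 1 with protein-coding genes only, and 2 to 5 with 1 library left out. They were 4 without sham replicates 3, 4 or 6 or UNx replicates 3 or 4, and 5 without UNx replicate 2. The ranges with 1 library left out were 7 to 8 at 24 h and 7 to 10 at 72 h. Camera with an estimated correlation called 0, 0 and 0 sets at 24, 48 and 72 h, with 1, 0 and 2 at an unadjusted p under 0.05. Other splits of the 12 libraries gave as many sets in 24 of 100 cases at 24 h (8 real, highest other 11), 99 of 100 at 48 h (2 real, highest other 10) and 20 of 100 at 72 h (9 real, highest other 13). Chance is thus not excluded for the number of sets at any time point.

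Correlations of fold changes fell without the filter to 0.0395 between 24 h and 72 h and 0.0785 between 48 h and 72 h, where many genes have few counts. The former was 0.128 with all 36 libraries in 1 fit and 0.123 with the covariate added. Between 24 h and 48 h the correlation reversed to 0.0930 with the covariate and 0.101 with UNx replicates 1 to 5 left out. At 48 h both of these fits rest largely on UNx replicate 6, so they are no separate checks.

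With the profile score as a covariate, 70 genes were called at 24 h, 0 at 48 h (edgeR, 2129 at an unadjusted p under 0.05) and 104 at 72 h, of which 52, 0 and 100 were among the genes called without it. Differences between time points fell to 1, 0 (1212 unadjusted) and 58 genes, and sets at 48 h rose to 7. The score differs between the groups at 24 h and 48 h, so the covariate takes up group differences by construction, and a lost call there does not show the absence of a response. Within each of these time points the score varied mostly through UNx replicate 6, so the covariate fits there rest largely on that library. Of the 9 genes named at 24 h 1 stayed past the threshold, of 7 at 48 h 0, and of 10 called at 72 h 5. Several lost calls had nearly the same fold change with a wider spread: Cndp1 −0.92 (SE 0.209, before −0.90, SE 0.0786), Dbp −1.66 (0.368, before −1.78, 0.364), Nr1d2 −0.76 (0.175, before −0.82, 0.156), Clock 0.32 (0.0721, before 0.36, 0.0620) and Rpl5 −0.27 (0.0672, before −0.26, 0.0555). Sets that lost their call were red blood cells (0.938) and cytosolic ribosomal proteins (0.586) at 24 h, and ribosome assembly (0.117) and mitochondrially encoded genes (0.0886) at 72 h. Ndufb1-ps reversed to −0.0418 (adjusted p 0.983). With all 36 libraries and the covariate in 1 fit, 1908 genes were called at 24 h and 34 at 48 h. In that fit Ndufb1-ps was called higher at 0.39 (adjusted p 0.0410), and the call held for 8 of the 9 genes named at 24 h, 0 of 7 at 48 h and 9 of 10 at 72 h. With the 48 h UNx replicates 1 to 5 left out, 0 genes were called at 48 h (2232 unadjusted), 235 for the difference from 24 h, 0 for that from 72 h (1014 unadjusted) and 6 sets. There the lone UNx library is assumed to vary like the other groups.

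With the replicate number as a block, 120 genes were called at 72 h, 96 of them higher (80%), and 4 sets at 48 h. Hao2 at 72 h lost its call (adjusted p 0.112). The bulk numbers do not pair the libraries: same-numbered pairs correlated at −0.157 to 0.0285 at 24 h, −0.142 to 0.0739 at 48 h and −0.295 to 0.141 at 72 h. In the nuclei, where the number is the batch, the block gave 207 calls over all nuclei, 1589 over the classes, 250 in PTS1, 429 in PTS2 and 366 in PTS3, against 0 in edgeR without it, with 360, 1530, 182, 336 and 250 at an unadjusted p under 0.05. In bulk the block changed no other call of a named gene, and each set called without it kept its call. In the nuclei it brought the 4 genes named in PTS1 past the threshold. It did the same over all nuclei for the bulk-named Aldh1a7, Slc25a25, Hao2 and mt-Nd1 (edgeR adjusted p 0.03955, 0.02002, 0.03304 and 0.04111). In PTS1 it did so for Hao2 and mt-Nd1 too (0.02651 and 0.04742).

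In the nuclei DESeq2 called 23 genes over all nuclei, 58 over the classes, 5 in PTS1, 28 in PTS2 and 25 in PTS3. Without a filter 39 were called over the classes. Leaving out 1 sample gave 0 to 0 over all nuclei, in PTS1, PTS2 and PTS3 (edgeR, 60 to 547 at an unadjusted p under 0.05) and 0 to 75 over the classes: 66 without sham replicate 2, 75 without UNx replicate 1 and 38 without UNx replicate 2. The share of proximal nuclei then differed by −2.30 to −1.36 points. That of distal convoluted tubule nuclei differed by −3.30 without sham replicate 1. Without sham replicate 2 it was 5.33% in UNx against 5.95% in sham, a smaller difference than the −1.96 of all samples. PTS3 was 9.75% in UNx against 8.69% without UNx replicate 2, and 13.5% against 8.69% without UNx replicate 1. Medullary thick ascending limb nuclei were 10.5% in UNx against 10.0% without sham replicate 2, and 10.5% against 7.31% without sham replicate 1. The minimum of 500 UMIs removed no nucleus and says nothing. Of bulk 24 h calls, 54.2% had the same direction in PTS1 sums. In simulated counts over all nuclei the fit without the block recovered 0% of 2-fold changes and the blocked fit 71.9%, but 23.9% of the blocked calls were unchanged genes.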

Other observations

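All tests in this part were chosen after the patterns had been seen, except that of free RNA and those of other splits. The latter cover the number of called sets and the later shams. The marker lists were fixed in advance, while the comparison of their scores between groups was not in the plan.

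The profile score gives a prediction for each called gene set, as a share of its mean log2 fold change. At 24 h the profile predicted −3.97% of the change of cholesterol synthesis (SE over members 4.18) and −28.9% of that of the unfolded protein response, so the tables argue against it as their cause. It predicted 10.5% of DNA replication (SE 3.04) and 11.4% of fatty acid oxidation (SE 9.56), which argues against it as the main cause and leaves a small part open. Of mitosis at 24 h it predicted 50.4% (SE 3.58), so whether it makes up the main part cannot be told apart from a response. With the covariate the mean of the mitosis genes still differed by 1.31 on the log2 scale (SE 0.469, before 0.75, SE 0.199), which taken alone argues against the profile as the whole cause. The mean of fatty acid oxidation differed by 0.43 (SE 0.210) with the covariate and that of the unfolded protein response by 0.44 (SE 0.252). Within 24 h the slope on the score rests largely on UNx replicate 6, at 0.881 against 0.673 to 0.708 in the others. No UNx score reached the lowest sham score, 0.927. The covariate fit thus extrapolates from this library and cannot exclude the profile as the whole cause. The profile predicted 29.7% of the respiratory chain at 24 h (SE 13.1), where the spread leaves the main part undecided. For red blood cells at 24 h it predicted 156% and for ribosomal proteins 78.3% (SE 17.4), so the profile may account for these calls. At 48 h it predicted −105% of mitosis, against the profile, and 41.0% of mitochondrially encoded genes (SE 23.1), which the spread leaves undecided. With the covariate the mean of the mitosis genes at 48 h differed by 0.62 (SE 0.519, before 0.85, SE 0.275). That of the mitochondrially encoded genes differed by 0.25 (SE 0.150, before 0.83, SE 0.143). These fits rest largely on UNx replicate 6 and decide nothing about the profile at 48 h. At 72 h it predicted −6.78% of mitosis, −2.75% of DNA replication, 1.82% of cholesterol synthesis, −6.74% of circadian clock genes, −9.05% of the respiratory chain (SE 3.98), 11.7% of ribosome assembly (SE 5.96) and 20.1% of mitochondrially encoded genes (SE 11.3), all against the profile as the main cause. The 35.3% of ribosomal proteins (SE 7.84) leaves it undecided. It predicted 16.3% of red blood cells at 72 h (SE 1.20), against it as the main cause, and their mean differed by −0.54 (SE 0.325) with the covariate and by −0.58 (SE 0.265) without. Higher expression of mitosis and DNA replication genes at 72 h and of cholesterol synthesis genes at 24 h is thus a hypothesis of a response to nephrectomy, with the limit that no set call held with an estimated correlation and that other technical causes were not tested. Other splits of the libraries gave as many called sets in 24 of 100 cases at 24 h and 20 of 100 at 72 h, so chance is not excluded for the number of sets. In the 24 h nuclei the mitosis genes had a mean of −0.39 with the block over all nuclei, with 5 of 21 higher.

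Clock genes moved as a group. Of the 15 tested members of the set, 12 were picked for this test after their values had been seen, and at 72 h these 12 moved in the direction of a shifted phase: 3 of 3 activators were higher, Arntl by 1.45, and 9 of 9 others were lower, Dbp by the most. The members left out were Cry1 (0.89 at 72 h), Cry2 (−0.24) and Hlf (−0.12), none of them called in edgeR (adjusted p 0.138, 0.395 and 0.391). At 48 h the same 12 had these directions, and at 24 h 11 did, with 8 of 9 others lower. A candidate explanation is that sham and UNx kidneys were collected at different times of day, which these 12 genes at 72 h allow. The mouse numbers run in blocks within groups, 17 to 22 for UNx and 23 to 28 for sham at 72 h, and 29 to 34 and 35 to 40 at 24 h, but collection times are not given in the sources used here. In the 24 h nuclei, from other mice, the clock set had a blocked mean of 0.08 over all nuclei, with 10 of 15 genes higher. In bulk at 24 h its mean was −0.19, with 5 of 15 higher. Dbp was at −0.05 (SE 0.0899) and Nr1d2 at −0.006 (SE 0.0854) in the nuclei, against −0.79 (SE 0.167) and −0.49 (SE 0.101) in bulk. The bulk change of 24 h was thus not seen in the nuclei. They do not cover 72 h, so an effect of nephrectomy on the clock stays open as the biological explanation, untested.

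The 24 h UNx replicate 4 held transcripts of fat. All 5 adipose genes of the preset list were higher there than in each of the other 11 libraries of 24 h, with Cfd at 358 CPM against at most 5.45 and Adipoq at 67.4 against at most 1.35. Adipose tissue in the sample is a candidate source, and of the adrenal genes 0 were highest there. Without this library 3308 genes were called at 24 h, against 3852 with it.

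The shams of 48 h and 72 h did not differ by time in edgeR (0 genes, 708 at an unadjusted p under 0.05, DESeq2 5, voom 0), while the highest of the other regroupings gave 880. A count of at least 0 is reached by 60 of 60 by construction, which says nothing about chance. A regrouping that calls many genes points to a structure of the samples. That regrouping has 48 h shams 1, 2 and 3 and 72 h shams 1, 5 and 6 on 1 side. Of the 14 markers of thin limb, principal cells and urothelium, 12 were higher on the same side, so a different part of inner medulla or pelvis in the samples is a candidate explanation. No biological explanation was tested, since the sides are no groups of the design.

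Scores of the 14 preset marker lists, of which 73 of 76 genes were detected, were compared between UNx and sham at each time point by exact two-sided permutation over 924 splits. None of 42 comparisons passed the threshold after adjustment (lowest adjusted p 0.223). With 924 splits and 42 tests, a single list could not pass even if it separated the groups fully. Several lists had an unadjusted exact p under 0.05, most of them at 24 h. A difference in cell composition is therefore not excluded. Differences in mean log2 score ran from −1.63 for urothelium at 48 h to 1.38 for urothelium at 24 h, and the lowest unadjusted exact p was 0.0108, for connecting tubule at 24 h (0.31).

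In the nuclei, 544 blocked calls were made outside the proximal tubule, in 15 classes, of which 62 were of mitochondrially encoded genes. Free RNA of proximal tubule cells could put its changes into other nuclei. Of the 544 calls 39.9% were also made in a proximal class with the same direction, a share at which free RNA and a change common to cell types cannot be told apart, since no empty droplets were analysed here.

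Keg1 was lower in UNx in PTS1 and in sums of all nuclei (−2.51 and −2.49 with the block), while in bulk at 24 h it was called higher (0.36). The difference between assays was not tested, and the mice differ. In the annotation, 1 class that the authors left without a cell type name held 120 nuclei, 2.67% of UNx replicate 2 and 1.02% of sham replicate 2, against 0% and 0.0562% in the samples of batch 3. Adipocytes made up 1.63% of UNx replicate 2 and at most 0.116% of the other samples.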
